A study of Glycine max with 8 samples. Its data were reported in "Salt stress affects mRNA editing in soybean chloroplasts" (2017).

How the data were processed

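Soybean leaf mRNA was analysed from 4 paired-end libraries, 2 of control plants and 2 of plants given 200 mM NaCl for 4 hours. Per the labels, seeds were germinated for 2 days and the seedlings were grown in nutrient solution for 15 days, each library was a pool of 3 plants, and poly-A-purified RNA was read as 50-base tags from inserts of 500 nt. The labels give the tissue of each library as leaves, while their text on RNA extraction speaks of seed material, and leaves is used here. The groups were taken from the labels. Each library had 2 files, 1 per end of the insert, which count as 1 library. The sources used here did not name the strand, so both strands were searched.

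The deposited values are counts. The authors collapsed the reads of each file into distinct 50-base sequences and gave the count of each, with no alignment, genome build or gene name. How reads were filtered for quality is not given in the sources used here. The counts were used as deposited. Both files of a library had the same total, 25604101, 24420758, 30787923 and 28970889 reads in control 1, control 2, salt stress 1 and salt stress 2. Reads with an undetermined base made up 0.0448% to 0.0816% of a file and were not used in matching. Intervals of shares are 95% Wilson intervals and cover counting error only.

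No genome sequence was used here. Plastid sequences were therefore built from the tags. The starting point at each of the 5 sites selected by the study was the most frequent tag holding the flanking bases of the study's primer, searched with a block of 15 bases in all 8 files. At RPS16-212 the site was placed 1 base beyond the end of the primer's flank, where the codon reads TCA and the numbering leads back to a start codon. At the other sites it adjoins the flank. Each sequence was extended base by base by the votes of tags that matched it over at least 25 bases with at most 1 mismatch. Extension stopped under 3 votes, or at a fork where the leading base had under 60% of the votes. Forks between C and T or between A and G did not stop it, and the leading base was taken there. Where the stop at the right end was a fork, both branches were then followed. The coding sequences of the 5 site genes were placed by their site, and 9 neighbours were placed by the spacing and lengths of genes in the gene table of the assembly Glycine_max_v4.0, which was used for names and neighbours only. A neighbour was kept where its span opened with a start codon and ended at its first stop codon. This gave 14 coding sequences. Other plastid genes were not analysed here.

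Tags were matched without gaps to these sequences with up to 2 mismatches unless another limit is given, both files of a library added. An editing level is the number of T reads divided by C and T reads on the sense strand. The screen took each coding position with at least 10 reads of C and T in each library and at least 5% of the rarer base over the 4 libraries. Since the sequences were built from the same tags, the genomic base was not known. A site edited in over 95% of reads could not be told from a genomic T, and the background is the count of positions with any of the other 5 pairs of bases in place of the other 11 base changes. The planned removal of tags that match the nuclear or mitochondrial genome was not run, since it needs those sequences. Groups were compared by two-sided Fisher's exact tests on pooled reads with Benjamini-Hochberg adjustment over the 5 selected sites or over the screen, and the libraries of each group were compared with each other in the same way.

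Plastid genes and all other tags were tested together on the first file with edgeR's quasi-likelihood test (glmQLFit, glmQLFTest), TMM scaling on the total counts and filterByExpr, with no covariates. A tag was counted for a plastid gene when its best match lay in that gene only. With no transcript sequences, distinct tags with at least 100 reads over the 4 libraries stood in place of nuclear genes, after tags that matched the plastid sequences had been left out. TMM factors were 1.02, 1.075, 1.036 and 0.881, and the common biological coefficient of variation was 0.248. The standard error of a log2 change is its size divided by the square root of the F statistic. Tests of gene lists were not run, since they need product names.

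Sites, genes and tags were named by rules set before the data were examined, as were the alternatives except the 3 named below. The tests between groups were set then too, with the adjustment over the plastid list alone. The tests of plastid DNA and of reads carried over, given in the closing observations, were chosen later. The named sites are the 5 selected sites and the 3 others with the smallest p. The named plastid genes are those of the 5 sites and the 3 others with the smallest adjusted p. The named tags are the 5 largest rises and 5 largest falls among tags past the threshold of 0.05 with a mean of at least 5 CPM in a group and both salt stress libraries on one side of both controls. Of these, at most 2 per direction are printed. Alternatives were other mismatch limits, each distinct tag counted once, tag ends left out, single files, other coverage and level minimums, edgeR for editing, DESeq2, total counts, file choice, plastid genes fitted alone and each library left out in turn. The alternatives added later were floors of 50 and 300 reads per tag and the adding up of tags that share 31 bases.

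The methods were tested on simulated data. Assembly recovered 2998 of 3000 bases with 0 wrong. The screen found 21 of 21 simulated sites and 0 other positions, and levels were off by -0.618 percentage points on average and 4.13 at most, at a median of 752 reads per site, which is deeper than most of the real sites. With no difference set, 5.08% of Fisher's exact tests had a p below 0.05 under counting error, and 15.5% with the spread between libraries seen within groups (5.95% after adjustment). At the real depths of the 20 sites, a difference of 20 points was found after adjustment in 64.9% of sites with that spread and in 70.9% under counting error. A difference of 10 points was found in 24.2% and 15.8%. On 59350 simulated tags, edgeR called 102 of 200 changed tags, 59.7% of the 4-fold changes among them, and 16 unchanged tags, which were 13.6% of its calls. DESeq2 called 90 of 200 and 5 unchanged tags. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.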

Results

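The libraries held poly-A-selected mRNA from soybean (Glycine max) leaves, read as pairs of 50-base sequence tags from inserts of about 500 nt. Leaves were taken 4 hours after 200 mM NaCl had been added to the nutrient solution (salt stress) or from plants with no addition (control). There were 4 libraries, 2 of control and 2 of salt stress, each from a pool of 3 plants. The first file of each pair held 25604101 reads in control 1, 24420758 in control 2, 30787923 in salt stress 1 and 28970889 in salt stress 2, and the second file held the same number. The distinct tags of the first file numbered 12932272, 12355221, 14222216 and 13976012 in the same order. Tags seen once made up 37.5%, 37.5%, 32.3% and 34.2% of these reads. With 2 libraries per group, an exact permutation test of a single value cannot give a p below 0.333. The p-values on editing are therefore from two-sided Fisher's exact tests on pooled reads, which cover counting error and not the spread between libraries. That spread is given as the SD beside the group levels of the sites named for the comparison.

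Editing of plastid transcripts changes C to U, which is read as T in cDNA. The first question was whether salt stress changed editing at the 5 sites that the study had selected. Sites are named by gene and by nucleotide of the coding sequence, counted from the A of the start codon. The reads that matched the plastid sequences assembled from the tags with at most 2 mismatches numbered 20894 in control 1, 21115 in control 2, 34381 in salt stress 1 and 22921 in salt stress 2, or 408, 432, 558 and 396 CPM (counts scaled to the total of both files). All 5 sites were found with both edited and unedited reads in each library. No library made without poly-A selection was analysed here. How far the plastid reads stand for all plastid transcripts is therefore not known, which limits the editing levels, read counts and spliced shares below.

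NDHA-1073 lies in codon 358 of ndhA (TCT to TTT, serine to phenylalanine), between the bases TATTAACAACTTCGT and TCAACTGTTTTCACT. Its editing level was 65.2% ± 4.36 (SD, n = 2) in control and 72.3% ± 8.92 (SD, n = 2) in salt stress, from 228 reads in all. NDHB-149 lies in codon 50 of ndhB (TCA to TTA, serine to leucine), between TTCTGATGATTGATT and AACCTCTGATCAAAA. Its level was 64.6% ± 2.95 (SD, n = 2) in control and 57.4% ± 10.4 (SD, n = 2) in salt stress, from only 50 reads. PSBF-77 lies in codon 26 of psbF (TCT to TTT, serine to phenylalanine), between CGGTACCCACTGTTT and TTTTTTGGGATCAAT. Its level was 45.1% ± 1.44 (SD, n = 2) in control and 53.2% ± 19.8 (SD, n = 2) in salt stress, from 179 reads. RPS14-80 lies in codon 27 of rps14 (TCA to TTA, serine to leucine), between TGATTCGCCGATCCT and AAAAAAAGAAATAAG. Its level was 79.5% ± 12.2 (SD, n = 2) in control and 84.2% ± 4.63 (SD, n = 2) in salt stress, from 374 reads. RPS16-212 lies in codon 71 of rps16 (TCA to TTA, serine to leucine), between CTGTTCAGGACATTT and AAAAAGGGCTGGTGT. Its level was 38.5% ± 11.3 (SD, n = 2) in control and 45.8% ± 1.90 (SD, n = 2) in salt stress, from 265 reads.

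No difference between groups was found at the 5 sites, but small changes cannot be ruled out. In the simulation at the depths of the 20 sites of the screen, few differences of 10 points were found after adjustment. The share found was 24.2% with the spread between libraries and 15.8% under counting error. On pooled reads the salt stress level was higher by 8.07 percentage points at NDHA-1073 (Fisher's exact p = 0.19), by 8.57 at PSBF-77 (p = 0.289), by 3.75 at RPS14-80 (p = 0.417) and by 7.74 at RPS16-212 (p = 0.213). At NDHB-149 it fell by 5.96 points (Fisher's exact p = 0.773). After Benjamini-Hochberg adjustment over the 5 sites the smallest value was 0.482. The count of sites with an adjusted p below 0.05 was 0 of 5 by Fisher's exact test, with 0 at an unadjusted p below 0.05, and 0 of 5 by edgeR's quasi-likelihood test. In control 1, for example, the 95% Wilson interval of NDHA-1073 ran from 46.1% to 75.9% and that of NDHB-149 from 41.7% to 84.8%. These intervals cover counting error only, since the reads carry no molecular identifiers. Single libraries set the sign at 4 of the sites. Without control 2, the difference became -5.05 points at RPS14-80 and -0.429 at RPS16-212. Without salt stress 1, it became -0.022 points at NDHA-1073 and -5.99 at PSBF-77. At NDHB-149 the sign held, but the difference was -15.2 points without salt stress 1 and -0.512 without salt stress 2. The setting that moved a site most left out the 5 bases at each end of a tag: NDHB-149 then differed by -60.8 points (adjusted Fisher's exact p 0.00483), from 14 edited of 16 reads in control and 4 of 15 in salt stress, and was the only selected site past the threshold under an alternative.

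**Figure D1:**
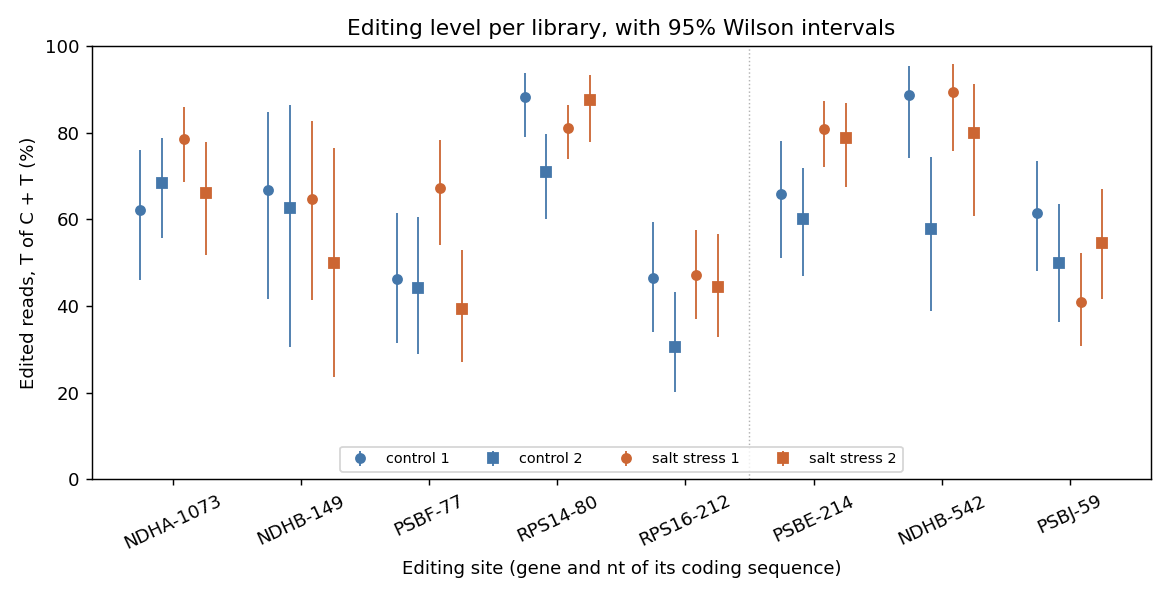
Editing level (edited reads as a percentage of C and T reads, vertical axis) in each of the 4 libraries at the 5 selected sites, left of the dotted line, and at 3 further sites, with 95% Wilson intervals as bars. At PSBE-214 the salt stress libraries (80.8% and 78.8%) lay above the control libraries (65.9% at most), and at each of the 5 selected sites the libraries of the groups overlapped.

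The second question was how many editing sites the mRNA tags show. On the assembled sequences, 14 plastid coding sequences with 10683 positions could be placed, and 97.6% of these positions had at least 10 reads in each library. By the same rule of at least 10 reads per library and at least 5% of the rarer base, 20 positions in 10 of the 14 genes held both C and T. The other 5 pairs of bases together gave 6 positions, with 2 for A and T, 2 for G and T, 1 for A and G, 1 for C and G and 0 for A and C. Of the 20 C and T sites, 15 were at codon position 2, 3 at position 1 and 2 at position 3. The edited base changed the amino acid at 18 sites, 7 of them from serine to leucine, and 9 sites were in ndhB. Levels over all libraries ran from 6.82% at PSAB-1820 to 81.6% at RPS14-80, with a median of 68.3%, on 99 to 1045 reads per site. At PSAB-1820, 123 of 132 reads held C, and PSAB-1812, close by, was among the G and T positions. Tags that match the nuclear or mitochondrial genome were not removed, so reads from those genomes cannot be told from editing there. PSBL-2 had a level of 71.2% and turns the ACG at the start of psbL into ATG. NDHB-149 is not among the 20, since control 2 had 8 reads there. The number of sites depended most on the coverage minimum, and 3 sites had at least 50 reads in each library.

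The third question was which of these sites differ between control and salt stress. The level was higher in salt stress at 12 sites and lower at 8. Averaged over the 20 sites it was 62.9% in control 1, 54.4% in control 2, 59.9% in salt stress 1 and 63.5% in salt stress 2, so that the control libraries enclosed 1 of the salt stress libraries. Both salt stress libraries lay on one side of both control libraries at 2 sites, PSBE-214 and NDHB-836, where chance gives 6.67 (33.3%). An adjusted p below 0.05 was reached at 0 of 20 sites by Fisher's exact test, with 1 site at an unadjusted p below 0.05, and at 0 by edgeR, also with 0 unadjusted. The libraries of one group differed among themselves as well. Of 40 Fisher's exact tests between the libraries of a group, 8 had a p below 0.05, where 2 were expected, and these fell on 7 sites.

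Of the sites beyond the selected ones, the 3 with the smallest p were PSBE-214, NDHB-542 and PSBJ-59. PSBE-214 lies in codon 72 of psbE (CCT to TCT, proline to serine), between ACTGGCCGTTTTGAT and CTTTGGAACAACTTG. Its level was 63.0% ± 4.18 (SD, n = 2) in control and 79.8% ± 1.40 (SD, n = 2) in salt stress, and the libraries of the groups did not overlap. On pooled reads the difference was 17.4 percentage points, from 62.6% of 99 reads to 80.0% of 170 reads (Fisher's exact p = 0.0025), and the adjusted p over the 20 sites was 0.0501. edgeR gave an adjusted p of 0.827 for it. The Fisher's exact test passed the threshold when sites under 10% were left out of the adjustment (adjusted p 0.0476) and when the 5 bases at each tag end were not counted (adjusted p 0.0107). It did not pass under the other alternatives, where the adjusted p reached 0.884 in the second file alone. NDHB-542 (codon 181, threonine to methionine) had levels of 73.1% ± 21.8 and 84.7% ± 6.70 (SD, n = 2 per group) in control and salt stress. It was higher by 10.3 points on pooled reads (Fisher's exact p = 0.176), and without control 2 the difference was -2.86. PSBJ-59 (codon 20 of psbJ, threonine to isoleucine) had levels of 55.8% ± 8.16 and 47.8% ± 9.56 (SD, n = 2 per group). It fell by 9.38 points on pooled reads (Fisher's exact p = 0.186). In the first file alone the difference was 2.54 points, and in the second file alone it was -19.6 points (Fisher's exact p = 0.0461, adjusted p 0.595). It was -1.46 points without salt stress 1, -3.38 without control 1, -14.9 without control 2 and -14.97 without salt stress 2.

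**Figure D2:**
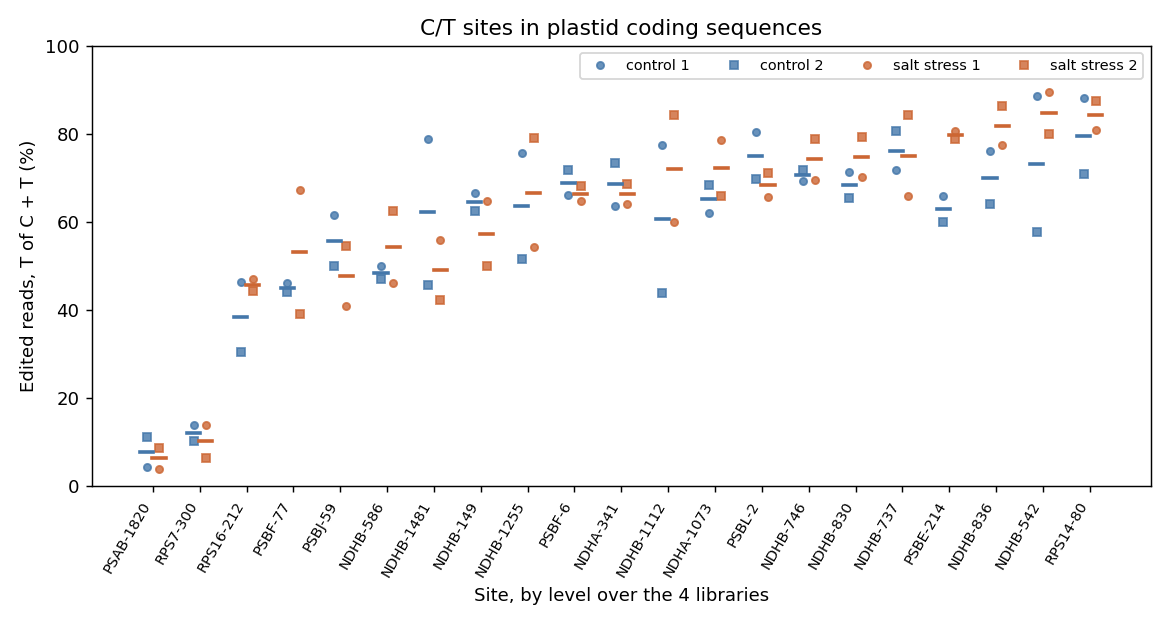
Editing level (vertical axis, %) of each library at the 20 sites of the screen and at NDHB-149, ordered by level over the 4 libraries, with the mean of each group as a short line. Levels ran from 6.82% at PSAB-1820 to 81.6% at RPS14-80, and the libraries of one group were often as far apart as the groups.

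The fourth question was whether plastid genes differ in read count in these poly-A-selected libraries. Reads of the first file were counted on the 14 coding sequences and tested with all other tags by edgeR's quasi-likelihood test. The number of genes called was 0 of 14, both over all features tested and adjusted over the list alone, with 3 at an unadjusted p below 0.05. DESeq2 also called 0, with 1 unadjusted. The smallest value adjusted over the list alone was 0.184 and belonged to rps15. This gene rose from 20.2 ± 1.57 CPM (SD, n = 2) in control to 32.2 ± 3.64 CPM (SD, n = 2) in salt stress. Its log2 change was 0.67 with a standard error of 0.23 (edgeR adjusted p over all features 0.0807), and 2 of 2 salt stress libraries lay above both controls. The further genes with the smallest p were psbE (log2 change 0.67, edgeR adjusted p 0.164) and psbL (0.93, edgeR adjusted p 0.181), the latter on 13 to 46 reads per library. Of the genes of the selected sites, the log2 change was 0.17 for ndhA, 0.15 for ndhB, 0.65 for psbF, 0.33 for rps14 and 0.04 for rps16. The estimates of all 14 genes were above 0 when libraries were scaled over all tags. When the plastid genes were scaled and fitted alone, 7 were above 0 and 7 below, and the log2 change of ndhA became -0.15, that of ndhB -0.16 and that of rps16 -0.27. The estimate for rps16 was also below 0 in other settings, among them total counts (-0.08), and that for ndhB with tags that share 31 bases added up (-0.001). Without salt stress 1, the estimates of ndhA (-0.05) and rps16 (-0.013) were below 0.

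**Figure D3:**
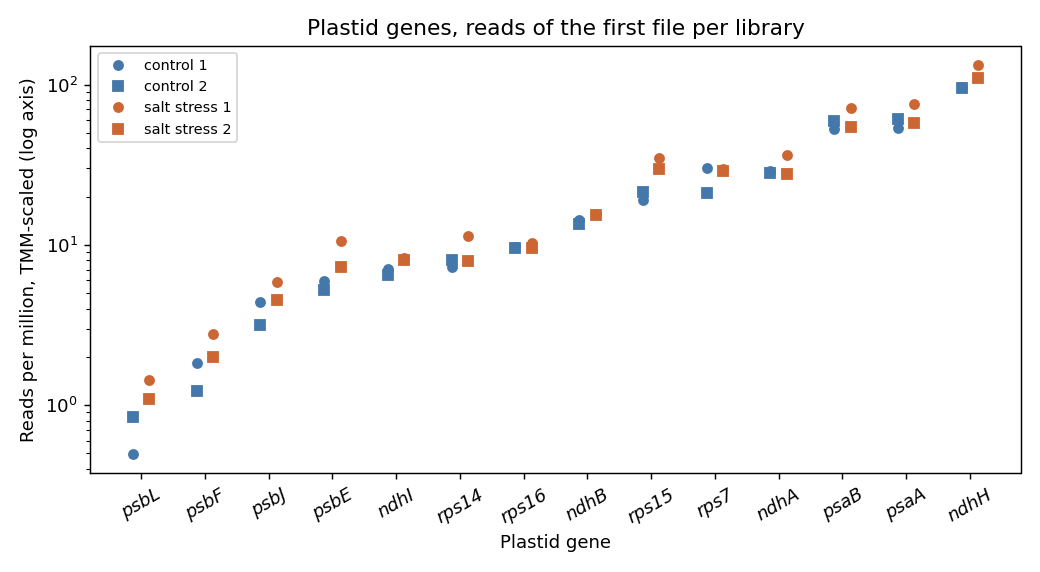
CPM of the first file (TMM-scaled, log axis) on each of 14 plastid coding sequences in the 4 libraries. The salt stress libraries of rps15 (34.7 and 29.6) lay above its control libraries (19.1 and 21.3), and none of the 14 genes passed the threshold by edgeR.

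The fifth question was which transcripts outside the plastid changed. No transcript sequences were used here, so distinct tags with at least 100 reads over the first files of the 4 libraries were tested, and no gene names were given to them. A long or abundant transcript counts as many tags. The libraries parted by group. Across 59350 tags, which are not independent replicates, the correlation of log2 CPM was 0.891 between the control libraries and 0.868 between the salt stress libraries, against 0.640 to 0.713 between groups. The first principal component held 68.0% of the variance and put both control libraries on one side. The libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 4.43 in control and 4.75 in salt stress, and by 10.4 to 11.3 between groups, so each counted as 1 replicate.

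By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7628 of the 59350 tags (12.9%) had an adjusted p below 0.05, 5448 higher and 2180 lower in salt stress, and 7560 of these differed by at least 2-fold. At an unadjusted p below 0.05 there were 15573 tags, where 2967.5 were expected. DESeq2 called 3797 tags higher and 1374 lower, and 5149 of its 5171 calls were also called by edgeR. The share of calls that were higher was 71.4%, and it was 61.4% with total counts in place of TMM (5036 higher and 3164 lower), which moved the median log2 change over all tags from -0.0062 to -0.13. A single library decided the count. Without control 2 edgeR called 0 tags, although 12025 had an unadjusted p below 0.05, and the smallest adjusted p was 0.0511. Without control 1 it called 4338, without salt stress 1 8700 and without salt stress 2 7303. When tags that share 31 bases were added up into 13155 groups, 1924 groups were called, 1320 higher and 604 lower.

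**Figure D4:**
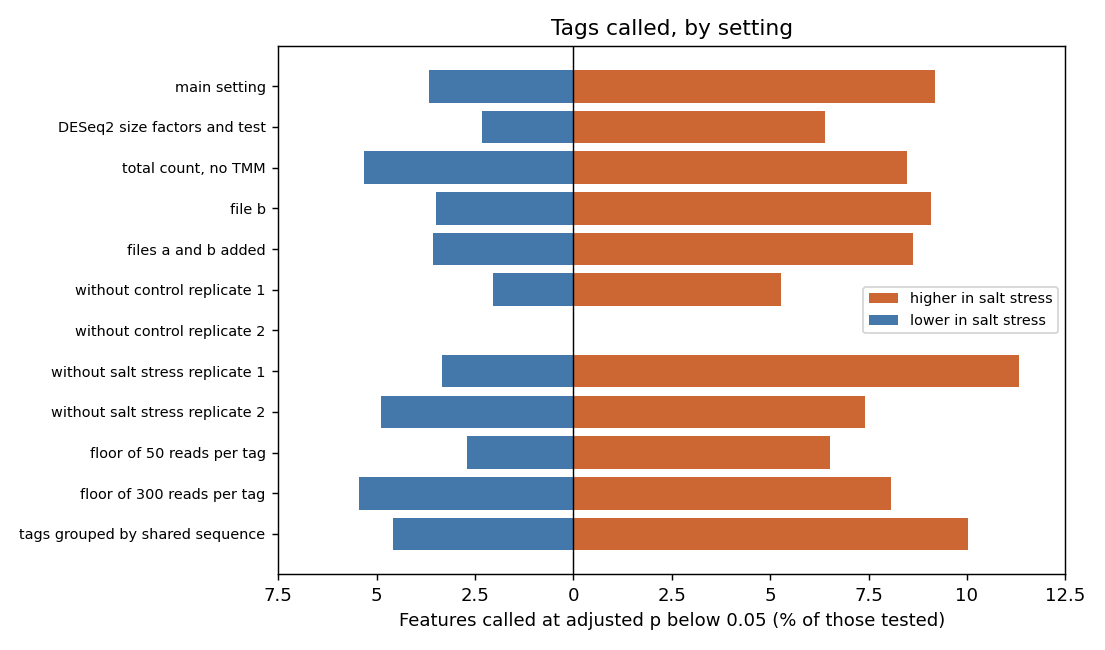
Share of the tested tags or groups of tags called at an adjusted p below 0.05 (horizontal axis, %), higher in salt stress to the right and lower to the left, for each setting. The share was 12.9% in the first setting and 0 without control 2.

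Among called tags with a mean of at least 5 CPM in a group and both salt stress libraries on one side of both controls, 697 rose and 480 fell. The tag with the largest rise had a log2 change of 6.88 (standard error 1.01, edgeR adjusted p 0.00186). When 1 library was left out, this ran from 4.97 (without salt stress 2) to 7.68 (without salt stress 1). Its reads numbered 1 and 2 in control and 62 and 324 in salt stress, all of them in the first file, and its sequence is not given. The next tag, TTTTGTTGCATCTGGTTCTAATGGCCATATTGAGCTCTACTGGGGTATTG, rose from 0.363 ± 0.137 CPM to 7.14 ± 1.37 CPM (SD, n = 2 per group; log2 change 4.28, standard error 0.40, edgeR adjusted p 0.00099). It shares sequence with a group of 568 tags. The tag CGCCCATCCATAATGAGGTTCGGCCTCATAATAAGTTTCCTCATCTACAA rose from 0.325 ± 0.0258 CPM to 5.44 ± 1.62 CPM (SD, n = 2 per group; log2 change 4.04, standard error 0.41, edgeR adjusted p 0.00099). The largest fall was that of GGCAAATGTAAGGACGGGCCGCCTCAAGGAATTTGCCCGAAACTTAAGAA, from 7.74 ± 0.219 CPM to 0.286 ± 0.0942 CPM (SD, n = 2 per group; log2 change -4.76, standard error 0.39, edgeR adjusted p 0.00099). The tag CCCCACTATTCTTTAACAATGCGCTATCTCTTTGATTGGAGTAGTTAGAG fell from 5.66 ± 0.940 CPM to 0.372 ± 0.527 CPM (SD, n = 2 per group; log2 change -4.01, standard error 0.76, edgeR adjusted p 0.00545). It had 0 reads in salt stress 1 and 19 in salt stress 2, and DESeq2 gave it an adjusted p of 0.433. Its log2 change was -2.92 without salt stress 1, and without salt stress 2 the remaining salt stress library has 0 reads, so no fold change is given. Without control 2 each of these 5 tags lost its call by edgeR, with an adjusted p of 0.0511 for 3 of the 4 tags whose sequence is given, 0.0957 for the last one and 0.0859 for the tag with the largest rise.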

Values the study reported

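The study reported editing levels measured by RT-qPCR in leaves after 4 hours of salt stress. NDHB-149 went from 88.7% in control to 93.7% in salt stress (p = 0.004). RPS14-80 went from 94.76% to 96.20% (p = 0.05) and RPS16-212 from 74.5% to 78.99% (p = 0.003). NDHA-1073 went from 77.79% to 70.53% (p = 0.285) and PSBF-77 from 83.36% to 84% (p = 0.629).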

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

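The floors of 50 and 300 reads per tag and the adding up of tags that share 31 bases were chosen after the data had been seen, and the other alternatives before. The adjustment over the plastid list alone was set before as part of the test. Of 344 values recomputed under an alternative, 303 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. Of the rest, 22 changed direction, 6 fell short of the threshold, 3 passed it and 10 counts moved. The cause was not tested unless it is named. Part of the 303 could not have changed direction. Without filterByExpr the same 59350 tags were tested and the values were the same. For the named sites, edgeR for editing and the other coverage and level minimums use the same differences between groups. There only the side of the threshold could change.

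With each distinct tag counted once, the difference between salt stress and control became -2.09 points at NDHA-1073, 1.11 at NDHB-149 and -2.66 at RPS14-80. In the first file alone it became -4.47 at RPS14-80 and 2.54 at PSBJ-59, and in the second file alone 10.7 and -19.6. At NDHB-149 it was -25.3 in the first file alone and 15.9 in the second. Without 1 library it ran from -0.022 to 12.6 at NDHA-1073, from -5.99 to 22.1 at PSBF-77 (lowest values without salt stress 1), from -5.05 to 12.2 at RPS14-80, from -0.429 to 15.5 at RPS16-212 and from -2.86 to 28.0 at NDHB-542 (lowest values without control 2). It kept its sign at NDHB-149, from -15.2 (without salt stress 1) to -0.512 (without salt stress 2), and at PSBJ-59, from -14.97 (without salt stress 2) to -1.46 (without salt stress 1). None of these values passed the threshold.

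When the 5 bases at each tag end were not counted, 1 of the 5 selected sites and 1 site of the screen passed the threshold by Fisher's exact test. The first was NDHB-149, at -60.8 points (adjusted p 0.00483, against up to 1 under its other alternatives) on 16 reads in control and 15 in salt stress. The second was PSBE-214, at 21.4 points (adjusted p 0.0107). With a level minimum of 10%, PSBE-214 was again the 1 site past the threshold, at 17.4 points (adjusted p 0.0476), because 19 sites in place of 20 entered the adjustment. Over its 13 alternatives, the difference at PSBE-214 ran from 10.7 to 24.2 points, with adjusted p from 0.0107 to 0.884, and it was above 0 in each. The number of sites detected was 3 with a coverage minimum of 50 reads, because few sites are read that often, and 15 to 22 under the other alternatives.

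The count of plastid genes called by edgeR was 0 under each alternative tried. Fitted alone, the log2 change was -0.153 for ndhA, -0.159 for ndhB and -0.27 for rps16, because the scaling then sets the plastid genes against each other. For rps16 it was also -0.079 with total counts, -0.0076 with both files added, -0.0448 with each distinct tag counted once, -0.0178 with a floor of 50 reads per tag and -0.1065 with tags added up, where ndhB was at -0.001. Without 1 library it ran from -0.0502 to 0.349 for ndhA and from -0.013 to 0.0895 for rps16, both lowest without salt stress 1. The other 5 named plastid genes were above 0 under each alternative, but their size moved. The log2 change of rps14 was 0.048 without salt stress 1 and 0.0091 fitted alone, that of psbE 0.38 without salt stress 1, and that of rps15 0.29 with each distinct tag counted once. Over the alternatives it ran from 0.33 to 0.91 for psbE, from 0.30 to 0.95 for psbF and from 0.57 to 1.35 for psbL.

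The count of tags called was 19701 with both files added (of 161635 tested), 14755 with a floor of 50 reads (of 160343), 1688 with a floor of 300 reads (of 12487) and 1924 with tags added up (of 13155 groups), where more or fewer features were tested. The share of features called was 12.2%, 9.20%, 13.5% and 14.6% in the same order, against 12.9%. Without 1 library the count ran from 0 (without control 2) to 8700 (without salt stress 1), and it was 4338 without control 1 and 7303 without salt stress 2. Without control 2, 12025 tags still had an unadjusted p below 0.05, and the smallest adjusted p, 0.0511, was just above the threshold. The library left alone in a group is assumed in these fits to vary like the other group. Of the calls of the first setting, 4026 were shared without control 1, 6493 without salt stress 1 and 5446 without salt stress 2. The share of calls that were higher was 60.3% without salt stress 2, 77.2% without salt stress 1, 72.1% without control 1 and 59.7% with a floor of 300 reads, against 71.4%. Each of the 10 named tags fell short of the threshold without control 2, with an adjusted p from 0.0511 to 0.0957, and the last printed tag also under DESeq2 (adjusted p 0.433), which did not change their direction.

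Not run were the removal of tags matching the nuclear or mitochondrial genome, which needs those sequences, and the tests of gene lists, which need product names. Of the read counts, splitting tags of several genes, matching without mismatches and counting each distinct tag once were run for plastid genes and not for the other tags, to which they do not apply. No paired analysis was possible because the labels number the libraries in sequence and share no replicate number between groups. Depth limits the editing values: the median of the 14 coding sequences together was 284 reads per position, and that of ndhB was 100.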

Other observations

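The tests of plastid DNA and of reads carried over from another library were chosen after the results they bear on had been seen, and the other tests before. Beyond salt treatment, the biological explanations tested were precursor RNA that has not been spliced and whole molecules that escaped editing.

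The editing level of RPS16-212 was 38.5% in control and 45.8% in salt stress, and that of PSBF-77 was 45.1% and 53.2%. Both are lower than the values quoted from the study above, in each group. For RPS16-212, the site was placed 1 base beyond the flank of the study's printed primer. Which base that assay read is therefore not certain, and the values may not be of the same site. The level of NDHB-149 in salt stress was 57.4%. That is lower than the value quoted from the study above. Of the remaining levels of the 5 sites, those of RPS14-80 in both groups and of NDHB-149 and NDHA-1073 in control were also lower than the quoted values, by less than 1.5 times. NDHA-1073 in salt stress was at 72.3%. That is higher than the value quoted from the study above. The plants may differ as well as the assay, since the growth times in the study's methods and in the labels of these libraries are not the same. A candidate explanation for the unedited reads is plastid DNA carried into the libraries. DNA read at an even depth would put about as many reads at each coding position as the 152 unedited reads at RPS16-212, yet 20.8% of the 10683 coding positions had fewer reads than that in all. This argues against an even DNA background as the source of all of these unedited reads, but it stays below the limit of 25% of positions set for the test. Unedited reads numbered 67 at NDHA-1073, 19 at NDHB-149, 89 at PSBF-77 and 69 at RPS14-80. An even background would give similar counts at each site. These counts argue against it as the source of most unedited reads at RPS16-212. How even such a background would be is not known, so a share of DNA reads cannot be told apart from unedited RNA. Neither the difference between the assays nor that between the plants was tested here.

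Most reads at intron ends of plastid transcripts ran into the intron in these poly-A-selected libraries. At the 3' end of the ndhA intron, 43 reads were spliced and 172 were not (95% Wilson interval of the spliced share 15.2% to 25.9%). The share was 17.5% at the 3' end of the ndhB intron and 21.8% at that of rps16. It was 21.2% at the 5' end of the ndhB intron, and at that of rps16 72 reads were spliced and 153 were not. No difference between groups was found at the 5 boundaries (Fisher's exact p from 0.201 to 0.865). Unedited reads may come from precursor RNA that has not been spliced. To test this, tags with up to 3 mismatches were counted. Near the end of exon 1 of ndhB, NDHB-746 was edited in 5 of 5 reads that ran into exon 2 and in 6 of 13 that ran into the intron (Fisher's exact p = 0.101). At NDHB-737 the numbers were 1 of 1 and 1 of 2. The reads are too few to decide, so precursor RNA and spliced but unedited RNA cannot be told apart at these sites. Reads of plastid DNA would also run into the intron.

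Edited and unedited bases were linked on single tags, which were counted here with up to 3 mismatches. NDHB-830 and NDHB-836 lie 6 nt apart. Of 96 reads that covered both, 68 were edited at both and 26 at neither, so that 97.9% had the same state, where independent sites would give 59.5% (Fisher's exact p = 1.84e-21). With each distinct tag counted once, 54 of 80 tags were edited at both and 24 at neither, which argues against PCR copies as the source (Fisher's exact p = 2e-18). NDHB-737 and NDHB-746, 9 nt apart, gave 97.5% of 121 reads in the same state, against 59.2% (Fisher's exact p = 3.94e-26). NDHB-542 and NDHB-586, 44 nt apart, shared only 4 reads, 2 edited at both and 2 at neither, which gives the smallest p that 4 such reads allow (Fisher's exact p = 0.333). The linkage is consistent with whole molecules that escaped editing. It does not say whether these were RNA or DNA, and it could be tested only over distances of 6 and 9 nt.

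The libraries of one group differed in editing by more than counting error. The mean squared standardised difference within groups was 2.19, where counting error gives 1, and 8 of 40 within-group Fisher's exact tests had a p below 0.05. PCR copies of one tag may be part of this. With each distinct tag counted once, 4 of 40 tests had a p below 0.05, where 2 are expected, and fewer reads alone would also lower the count. Differences between the pools of plants stay open and cannot be told apart from it in these libraries.

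This spread bears on PSBE-214, the site with the smallest p (Fisher's exact p = 0.0025, 17.4 points higher, 2 of 2 salt stress libraries above both controls). PCR copies are argued against, since the difference was 17.5 points with each distinct tag counted once. Chance among the sites tested is not excluded. When reads were drawn at one level per site with the spread seen within groups, 55.4% of 2000 draws gave a smallest p as low, and 3.85% did with counting error only. The adjusted p was highest without 1 library when control 2 was left out (0.519), and salt stress as the cause stays a hypothesis.

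The tag with the largest rise differed from the other named tags. The reads that hold its middle 21 bases numbered 617, of which 0 were in the second file, and 98.1% of them started at the same base. Around the other 9 named tags, reads lay in both files, at 43 to 60 of 60 possible starts, with 12.1% to 36.0% at the commonest. By library it had 7, 5, 90 and 515 such reads, in the order control 1, control 2, salt stress 1 and salt stress 2. This is consistent with reads carried over from another library rather than a soybean transcript broken at random. Of the tags called higher, 2 of 5448 had 0 reads in the second file, as had 13 of 51722 tags not called and 0 of 2180 tags called lower, so the pattern was rare. Whether the rise of this tag has to do with salt was not tested.

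The ndhB sequence numbered from the start codon that gives NDHB-149 holds a stop codon, TGA, as codon 3. The reads at the 3 bases of this codon numbered 83 for T against 1 for C, 82 for G against 1 for T, and 79 for A. The next ATG in the same frame starts at nucleotide 55. No explanation was tested.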
